# Transcriptomic data analysis and differential gene expression of antioxidant pathways in king penguin juveniles (*Aptenodytes patagonicus*) before and after acclimatization to marine life

**DOI:** 10.1016/j.dib.2016.09.021

**Published:** 2016-09-22

**Authors:** Benjamin Rey, Cyril Dégletagne, Claude Duchamp

**Keywords:** Microarray, Penguin, Muscle, Antioxidant pathways

## Abstract

In this article, we present differentially expressed gene profiles in the pectoralis muscle of wild juvenile king penguins that were either naturally acclimated to cold marine environment or experimentally immersed in cold water as compared with penguin juveniles that never experienced cold water immersion. Transcriptomic data were obtained by hybridizing penguins total cDNA on Affymetrix GeneChip Chicken Genome arrays and analyzed using maxRS algorithm*, “*Transcriptome analysis in non-model species: a new method for the analysis of heterologous hybridization on microarrays*”* (Dégletagne et al., 2010) [1]*.* We focused on genes involved in multiple antioxidant pathways. For better clarity, these differentially expressed genes were clustered into six functional groups according to their role in controlling redox homeostasis. The data are related to a comprehensive research study on the ontogeny of antioxidant functions in king penguins, “Hormetic response triggers multifaceted anti-oxidant strategies in immature king penguins (Aptenodytes patagonicus)” (Rey et al., 2016) [2]*.* The raw microarray dataset supporting the present analyses has been deposited at the Gene Expression Omnibus (GEO) repository under accessions GEO: GSE17725 and GEO: GSE82344.

**Specifications Table**

**Table:** 

Subject area	*Biology*
More specific subject area	*Oxidative stress physiology*
Type of data	*Table*
How data was acquired	*Microarray data were obtained by DNA microarray hybridization (Affymetrix GeneChip® Chicken Genome Array). Tissue: pectoralis muscle biopsy of juvenile king penguins excised under general anesthesia.*
Data format	*Analyzed, raw data*
Experimental factors	*Total RNA was extracted from pectoralis muscle; biotin labeling and hybridization were performed following standard Affymetrix protocol.*
Experimental features	*Never-immersed juvenile penguins serve as control and were compared i) to naturally acclimated penguins returning from a foraging trip at sea and ii) to naïve penguins artificially acclimated to cold water by repeated immersions.*
Data source location	*Port Alfred, Possession Island (Crozet Archipelago, 46°25’ S, 51°45’ E) and Lyon University (France).*
Data accessibility	*Data is within this article and raw data is available in Gene Expression Omnibus repositories (GEO:*GSE17725; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17725*and GEO:*GSE82344; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=yxibwieatzavpqv&acc=GSE82344).

**Value of the data**

• Our transcriptomic analysis of gene expression in the pectoralis muscle of wild juveniles king penguin allows the detection of multiple antioxidant pathways.
• These data provided evidences that an activation of powerful and coordinated antioxidant strategies occurs in the pectoralis muscle of king penguin juveniles during the transition from a terrestrial to a marine life style.
• These original results can serve as a reference point for various studies related to the mechanisms controlling redox homeostasis in natural populations for which data availability remains scarce and usually restricted to the detection of few antioxidant molecules.

## 1 Data

Here, we provide the expression profile of gene involved in the control of redox homeostasis in the pectoralis muscle of three groups of king penguin juveniles (*Aptenodytes patagonicus*) differing in their degree of acclimation to marine environment. 

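The artificially acclimated (AA) group is described here from 3 arrays, 1 for each bird, hybridized with RNA from the pectoralis, the breast muscle that drives the flippers. By the labels, birds 1 and 3 were females and bird 2 was a male. The paper gives immersions in water at 8 °C over 3 weeks, and the labels give 10 immersions of 5 hours, 1 every 2 days. The arrays of the never-immersed (NI) and sea-acclimatized (SA) birds were not analysed here, so the change of a gene against NI could not be computed from the values and is given as the paper's. The Affymetrix Chicken Genome array carries chicken probes, to which the penguin RNA bound across the difference between the species. The authors summarised the probes of each probe set with MaxRS, a method made for such hybridization, and deposited 1 log2 value per probe set and bird, for 36813 probe sets. In the platform's annotation, 26041 of these name 1 gene, 170 name several genes and 10602 are unnamed, which leaves 12913 genes with at least 1 probe set. Each gene of Table 1 was read from the probe set that the table gives for it. For other genes the probe set with the highest mean over the 3 birds was taken. Because signal also depends on how well penguin RNA matches each chicken probe, levels are compared only between birds, within a probe set. Differences and spreads between birds are also set beside each other across probe sets, where this match may play a part. Differences between birds are given on the log2 scale, and the small number of arrays limits their precision.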

Targeted genes are clustered into six groups as follow: the genes encoding proteins involved in non-mitochondrial ROS generation (Cluster 1), antioxydant enzymes (cluster 2), heat choc and chaperone proteins (Cluster 3), DNA repairs processes (Cluster 4), repair or degradation of damaged proteins (Cluster 5) and lipid membrane composition remodeling (Cluster 6). For each gene we provide its symbol, its name, the corresponding Affymetrix ProbeSet identification number and the percentage change of expression as compared to never-immersed control penguins.

## 2 Experimental design, materials and methods

### 2.1 Animals and sample collection

We captured king penguin juveniles of 10–11 month at the breeding colony of la Baie du Marin (Crozet Archipelago; French Southern Territories). A first group of penguins was hold in an outdoor enclosure until they achieved their molt constituting the ‘never-immersed control’ group (NI, *n*=4). 

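In the AA birds, HINTW, a gene of the W chromosome that only female birds carry, read 9.91 and 10.30 on the log2 scale in the females, birds 1 and 3, and 7.77 in the male, bird 2, on 1 of its 2 probe sets. The male lay below the females by a log2 difference of -2.34 (limma standard error 0.26, adjusted p = 0.0704 from limma), where the error rests on the females and limma's prior, since a spread among males cannot be had from 1 bird. The other HINTW probe set read 8.27 and 8.38 in the females and 8.56 in the male. Genes of the Z chromosome, of which males carry a pair, were higher in the male for 22 of 32 listed genes, with a median log2 difference of 0.20, above 99.5% of 10000 random lists of as many genes matched on mean signal, which did not pass the threshold after adjustment over all lists and birds. Over the 464 genes placed on chromosome Z of the king penguin assembly bAptPat1.pri.cur, the median was 0.13, with 322 of them higher in the male. This lay above all 10000 random lists of as many genes, whose median was 0.04. The median over the 32 listed genes was 0.10, above 95.0% of random lists, with all probe sets of a gene averaged, and 0.16, above 95.3% of random lists, without bird 1. Across probe sets, which are not independent replicates, Pearson's r was 0.953 between birds 1 and 2, 0.968 between birds 1 and 3, and 0.958 between birds 2 and 3. Between birds 1 and 2, 845 probe sets were over 1 log2 unit higher in bird 1 and 187 were over 1 log2 unit higher in bird 2.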

A second group of penguins received the same treatment as the NI penguins but were subjected to repeated immersions in cold water (8 °C) over 3 weeks to simulate the acclimatization to marine life; this group is refereed as artificially-acclimated penguins (AA, *n*=3). NI penguins were also compared to juveniles of 12–14 month that returned from a foraging trip at sea and had fully accomplished their acclimatization to marine life (sea-acclimatized, SA, *n*=3). We controlled for potential effect of nutritional status by feeding penguins with mackerel (*Scomber vernalis*) on a daily basis. At the end of the procedure, pectoralis muscle of each penguin was surgically biopsied under general anesthesia and the muscle biopsy was frozen at −80 °C. More details of the experimental procedure are given in Rey et al. [2].

### 2.2 RNA extraction

Total RNA was extracted following the single-step TriReagent protocol (Invitrogen, Cergy Pontoise, France). Briefly, 50 mg of pectoralis muscle was homogenized in 1 mL reagent with a Polytron homogenizer. The aqueous phase was transferred to a 2 mL Eppendorf tube containing 0.5 ml 2-propanol. Samples were incubated at room temperature for 5 min and subjected to a centrifugation at 12,000*g* for 10 min at 4 °C. The pellet was washed twice with ethanol 75% and was re-suspended in ultra-pure water. The quality of extracted RNA (RNA integrity>8) was assessed using a Bioanalyzer 2100 (Agilent technologies, Inc, Palto Alto, CA, USA).

### 2.3 Labeling and hybridization

Labeling and hybridization were performed on Affymetrix GeneChip® Chicken Genome Arrays by the ProfileXpert platform (Lyon, France) following the standard Affymetrix protocol (http://www.affymetrix.com), as described in Dégletagne et al. [1]. All arrays were scanned with a confocal laser (Genechip scanner 3000, Affymetrix).

### 2.4 Microarray analysis

We used the MaxRS method developed for the analysis of heterologous hybridization profiles [1], a method that has been previously applied in king penguins [3]. 

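After normalization the 3 AA arrays held nearly the same set of values. Ranked within each array, the values at any 1 rank differed by at most 0.0175 on the log2 scale. The median signal was 8.62 in bird 1, 8.63 in bird 2 and 8.62 in bird 3, and the lower quartile was 7.87 in each bird. The upper quartile was 9.64 in each bird. Each array held 36813 values, of which 4240 were distinct in bird 1, 4266 in bird 2 and 4068 in bird 3.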

All results were normalized using the quantile method after log2 transformation to make them comparable across microarrays [4]. Gene expression of NI penguins, considered as control in the study, were compared to those of SA or AA groups. Differentially expressed genes between NI vs. SA or NI vs. AA were determined using the empirical Bayes moderated *t-statistics* implemented in the Bioconductor package limma [5]. 

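In AA muscle, the genes of Table 1 with the largest spread between birds were HMOX1, which encodes the heme-degrading enzyme heme oxygenase 1, and the metallothionein genes MT3 and MT2A. HMOX1 read 10.27, 10.24 and 12.70 in birds 1, 2 and 3 (SD 1.42), MT3 read 9.77, 10.30 and 11.98 (SD 1.15), and MT2A read 11.51, 12.53 and 13.78 (SD 1.14). The smallest spreads were those of the heat shock factor HSF4 (SD 0.0023), the proteasome subunit PSMD4 (SD 0.015; its probe set also names PIP5K1A) and the ubiquitin-conjugating enzyme UBE2G2 (SD 0.017). Other probe sets of HSF4 had SDs of 0.18 and 0.22, and that of UBE2G2 in Table 1 had a mean of 7.00, below the lower quartile of 7.87. Over all 36813 probe sets the median SD was 0.19, and 95% of them had an SD up to 0.51.
The same moderated test was applied here to 1 bird against the others, which leaves 1 residual degree of freedom and takes the lone bird to vary like the others. At an adjusted p under 0.05 from limma, 278 probe sets passed for bird 1 (1719 at an unadjusted p under 0.05), 249 of them higher and 29 lower in it. This count was 181 with quantile normalization run again, 169 without the dimmest 25% of probe sets and 353 with median centring, and only 2 probe sets of bird 1 lay farther from the mean of birds 2 and 3 than any probe set differed between those 2 birds. For the male bird 2 the count was 0 (3600 at an unadjusted p under 0.05), and for bird 3 it was also 0 (985 at an unadjusted p under 0.05). The prior that limma fitted had 35.9 degrees of freedom for bird 1, 7.35 for bird 2 and 5.22 for bird 3, so the adjusted counts do not rank the birds by how far they lay from the others. At an unadjusted p under 0.05, about 5% of the 36813 probe sets would pass with no difference. The unadjusted counts of birds 1 and 3 lay below that share, and that of the male lay above it. For the male 5 probe sets passed when those that can bind several transcripts were left out, and 2 with an intensity trend in limma. In data simulated for the male against the females, with 200 probe sets changed by 2 log2 units in the male, the share of these that was called depended on the spread the simulation was given. It was 0% with the raw SD of each probe set, 99.8% with the moderated SD, where 28.0% of the calls were of unchanged probe sets, and 89.1% with spreads drawn from limma's prior, where 11.6% were. The comparisons of birds 1 and 3 were not simulated.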

We focused on the genes involved in the redox homeostasis and gathered them into six functional clusters according to GenOntology annotation and literature search [2], [6], [7]. 

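Among the genes of Table 1, the AA birds differed most in HMOX1, MT3 and MT2A. Cluster 2, the antioxidant genes, held SDs from 0.079 for the mitochondrial peroxiredoxin PRDX3 to 1.42 for HMOX1, and BLVRA, which encodes biliverdin reductase, read 13.57, 14.28 and 12.39 in birds 1, 2 and 3. Its other probe sets, which Table 1 does not use, read 8.77, 8.55 and 8.98, and 8.09, 8.54 and 8.08. Cluster 1, with genes of non-mitochondrial ROS generation, had a median SD of 0.29, and 0.171 without bird 1. In bird 1, 9 of its 14 genes were higher than in the others, with a median shift of 0.32, above 99.98% of random lists and past the threshold after adjustment over all lists and birds, led by the deacetylase SIRT1 with a difference of 0.86, the oxidase AOX1 with 0.70 and the peroxidase PXDN with 0.70. These 3 differences are those of the probe sets of Table 1. On every other probe set of PXDN, bird 2 and not bird 1 was the highest, the brightest reading 9.36, 9.58 and 8.99. SIRT1 read 9.91, 8.83 and 9.58 on another probe set, and 7.94, 8.15 and 7.69 on the remaining probe set. With the mean of the list in place of the median, the shift of cluster 1 in bird 1 was 0.21, above 98.7% of random lists, and did not pass. Beside this, 9 of 10 erythrocyte markers were higher in bird 1 than in the others, with a median of 0.27, above 99.7% of random lists. In bird 2 the same markers had a median of -0.43, above 0.28% of random lists, with 6 of the 10 lower and 4 higher. Neither passed the threshold after adjustment.
Of the 15 heat shock and chaperone genes of cluster 3, 9 were lowest in bird 2. HSPD1, a mitochondrial chaperonin, read 12.51, 11.84 and 12.32 in birds 1, 2 and 3. In the 23 genes of cluster 5, 12 were lowest in bird 2 and 13 were highest in bird 3. Over all 80 genes of Table 1, 37 were lowest in bird 2 and 33 were highest in bird 3. The median shift in bird 2 was -0.19 for cluster 3, above 3.01% of random lists, and -0.11 for cluster 5, above 3.89%. In bird 3 the median shift of cluster 5 was 0.16, above 99.1%. These 3 shifts did not pass after adjustment. The 16 DNA repair genes of cluster 4 had median shifts of -0.03, 0.07 and -0.01 in birds 1, 2 and 3, and the 10 genes of cluster 2 had 0.03, -0.16 and -0.10. For cluster 2 the summary set the direction. Its mean shift was -0.30 in bird 1 and 0.41 in bird 3, and over the 6 genes left without probe sets that can bind several transcripts its median shift was -0.63 in bird 1 and 1.07 in bird 3. These 4 shifts passed after adjustment, with the opposite sign to the medians over all 10 genes. In bird 3, 4 of the 10 genes were higher, HMOX1, MT3, MT2A and GPX4, and all 4 are among the 6, so these shifts are those of a few genes and not of the cluster.
Set against random lists of the same signal, the median SD of cluster 1 was 1.53 times theirs, above 99.0% of them, and that of all 80 genes 1.13 times, above 92.7%. Neither passed after adjustment over 8 lists. The ratio for cluster 1 was 0.994 without bird 1, and without bird 2 the ratios were 2.21 for cluster 1 and 1.42 for the 80 genes, which both passed. The ratio for cluster 2 was 1.25, 1.90 without bird 1, and 4.59, past the threshold after adjustment, over its 6 genes without probe sets that can bind several transcripts.

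**Figure D1:**
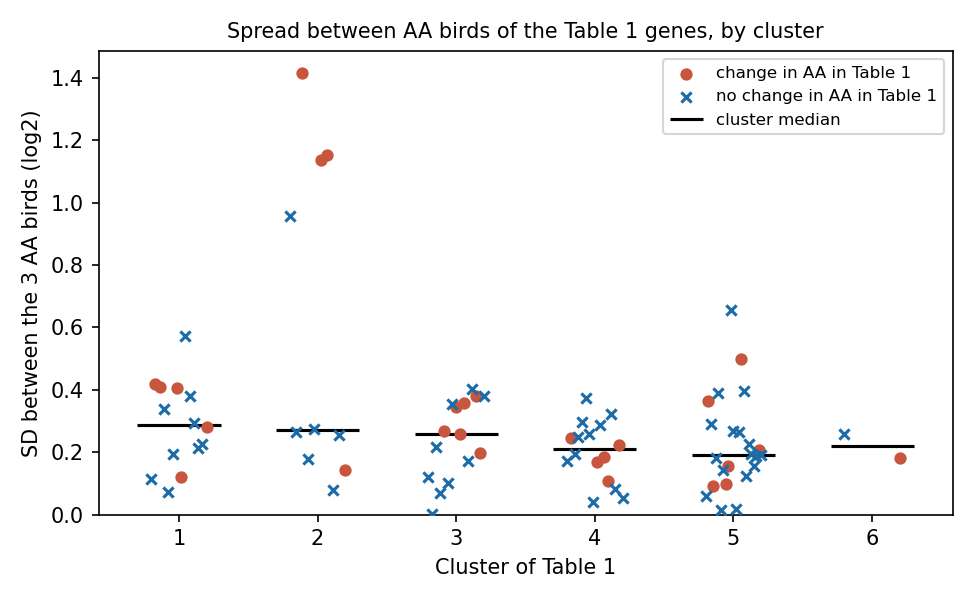
SD between the 3 AA birds, on the log2 scale, of each gene of Table 1, by cluster. Points are genes, circles for those with a change in AA in Table 1 and crosses for the rest, and lines are cluster medians. HMOX1, MT3 and MT2A of cluster 2 have the highest SDs, 1.42, 1.15 and 1.14.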

All analyses were performed using the *R* statistical software Table 1.

## Conflict of interest

None.

## Figures and Tables

**Table 1:** Microarray data analysis centered on the genes encoding proteins involved in the regulation of the redox homeostasis.

**Symbol**	**Name**	**PPSets**	**log2**	**SA/NI**	***P*- value**	**log2**	**AA/NI**	***P*- value**
			**(SA/NI)**	**%**		**(AA/NI)**	**%**	
**Cluster 1: Genes encoding non mitochondrial proteins involved in Reactive Oxygen Species (ROS) generation**								
ANGPTL4	angiopoietin-like 4	GgaAffx.395.1.S1_at	−0.31	−19%	0.033			ns
AOX1	aldehyde oxidase 1	GgaAffx.5165.3.S1_at	−0.49	−29%	0.031	−0.49	−29%	0.031
AOX2	aldehyde oxidase 2	GgaAffx.5165.4.S1_s_at	0.68	61%	0.003	0.42	34%	0.037
DUOX2	dual oxidase 2	GgaAffx.1631.1.S1_s_at	−0.35	−22%	0.029			ns
DUOXA1	dual oxidase maturation factor 1	GgaAffx.1645.3.S1_s_at	0.28	22%	0.017			ns
NOX1	NADPH oxidase 1	GgaAffx.22036.3.S1_s_at	−0.3	−19%	0.042			ns
PXDN	peroxidasin homolog	Gga.14999.1.S1_at	−1.2	−56%	0.004	−0.94	−48%	0.016
SCARF1	scavenger receptor class F. member 1	Gga.7260.2.S1_at	−0.73	−40%	0.000	−0.42	−25%	0.014
SIRT1	sirtuin 1	GgaAffx.1802.1.S1_at	0.48	39%	0.050			ns
SIRT5	sirtuin 5	Gga.12456.1.S1_at	0.82	77%	0.002			ns
SIRT6	sirtuin 6	GgaAffx.23594.1.S1_at	0.36	28%	0.042			ns
TNFRSF11A	tumor necrosis factor receptor superfamily. member 11a NFKB activator	GgaAffx.8155.1.S1_at	−0.42	−26%	0.024			ns
TNFRSF18	tumor necrosis factor receptor superfamily. member 18	GgaAffx.11426.1.S1_at	−0.51	−30%	0.007			ns
TNFRSF21	tumor necrosis factor receptor superfamily. member 21	Gga.4943.1.S1_at	−1.16	−55%	0.012	−0.79	−43%	0.045
							
**Cluster 2: Genes encoding antioxydant enzymes**								
BLVRA	biliverdin reductase A	GgaAffx.23872.1.S1_at	0.51	42%	0.039			ns
GPX4	glutathione peroxidases	Gga.107.1.S1_at	0.94	92%	0.000			ns
HMOX1	heme oxygenase 1	Gga.2039.1.S1_at	1.39	162%	0.050	2.17	350%	0.006
HMOX2	heme oxygenase (decycling) 2	Gga.9310.1.S1_s_at	−0.57	−33%	0.003			ns
MGST3	microsomal glutathione S-transferase 3	Gga.7258.1.S1_at	0.6	52%	0.010			ns
MT2A	metallothionein 2A	Gga.4210.1.S1_at	2.06	316%	0.001	1.66	217%	0.004
MT3	metallothionein 3	GgaAffx.9262.1.S1_at	1.48	180%	0.005	1.44	171%	0.006
PRDX3	peroxiredoxin 3	Gga.4515.3.S1_a_at	0.42	34%	0.015			ns
SOD1	superoxide dismutase 1	Gga.3346.1.S1_a_at	0.42	34%	0.025			ns
TXNDC10	thioredoxin domain containing 10	Gga.17473.1.S1_s_at	−0.96	−49%	0.000	−0.71	−39%	0.001

**Cluster 3: Genes encoding heat shock or chaperone proteins**								
HSF3	heat shock factor 3	Gga.5116.3.S1_a_at	0.33	26%	0.023			ns
HSF4	heat shock transcription factor 4	GgaAffx.2032.2.S1_s_at	0.45	36%	0.022			ns
CRYAA	crystallin. alpha A	GgaAffx.10353.1.S1_at	0.39	31%	0.027			ns
CRYAB	crystallin. alpha B	Gga.1999.1.S1_a_at	0.96	95%	0.021			ns
HSPE1	heat shock 10 kDa protein 1	Gga.4873.1.S1_a_at	−−0.55	−32%	0.002	−0.33	−20%	0.039
HSPB1	heat shock 27 kDa protein 1	Gga.1809.1.S1_at	−0.45	−27%	0.008			ns
HSPB7	heat shock 27 kDa protein family. member 7	Gga.11398.1.S1_at	0.95	93%	0.000			ns
HSPD1	heat shock 60 kDa protein 1	Gga.9897.1.S1_at	−0.75	−41%	0.000	−0.86	−45%	0.000
DNAJA4	DnaJ (Hsp40) homolog. subfamily A. member 4	Gga.5900.3.S1_a_at	−0.51	−30%	0.010	−0.44	−26%	0.021
DNAJB9	DnaJ (Hsp40) homolog. subfamily B. member 9	GgaAffx.12760.1.S1_s_at	−0.87	−45%	0.019	−1.10	−53%	0.005
DNAJC6	DnaJ (Hsp40) homolog. subfamily C. member 6	GgaAffx.23432.1.S1_s_at	−0.48	−28%	0.004			ns
HSP67B2	similar to heat shock protein 67B2	Gga.16163.1.S1_s_at	1.38	160%	0.000			ns
HSP70	heat shock protein 70	Gga.4942.1.S1_at	−0.88	−46%	0.000	−0.51	−30%	0.016
HSPA14	heat shock 70 kDa protein 14	Gga.19503.1.S1_at	−0.61	−34%	0.001	−0.44	−27%	0.011
HSPA8	heat shock 70 kDa protein 8	Gga.4555.1.S1_a_at	−0.71	−39%	0.003			ns
							
**Cluster 4: Genes encoding proteins involved in DNA repair processes**								
PARP6	poly (ADP-ribose) polymerase family. member 6	Gga.1599.1.S1_s_at	0.29	22%	0.045			ns
PARP8	poly (ADP-ribose) polymerase family. member 8	GgaAffx.24537.1.S1_s_at	0.31	24%	0.040	0.34	27%	0.024
PARP16	poly (ADP-ribose) polymerase family. member 16	Gga.8044.1.S1_at	0.43	35%	0.037			ns
XRCC2	X-ray repair complementing defective repair cells 2	Gga.12290.1.S1_at	−0.55	−32%	0.003			ns
XRCC4	X-ray repair complementing defective repair cells 4	GgaAffx.24733.1.S1_s_at	0.29	22%	0.025			ns
ERCC4	excision repair cross-complementing group 4	GgaAffx.12489.1.A1_at	0.54	45%	0.032			ns
RAD21L1	RAD21-like 1	GgaAffx.3857.1.S1_at	0.45	37%	0.022			ns
RAD51L3	RAD51-like 3	Gga.9680.1.S1_x_at	0.29	22%	0.035			ns
RAD23B	RAD23 homolog B	Gga.1359.1.S1_at	0.31	24%	0.037	0.43	34%	0.008
DDB1	damage-specific DNA binding protein 1. 127 kDa	Gga.5146.1.S1_at	0.49	40%	0.007			ns
DDB2	damage-specific DNA binding protein 2. 48 kDa	GgaAffx.12520.1.S1_s_at	0.27	21%	0.048	0.31	24%	0.031
POLE	polymerase (DNA directed). epsilon	GgaAffx.4785.1.S1_at	−0.44	−26%	0.003	−0.58	−33%	0.000
POLE3	polymerase (DNA directed). epsilon 3	Gga.5487.1.S1_at	−0.62	−35%	0.006			ns
RFC1	replication factor C (activator 1) 1. 145 kDa	GgaAffx.20533.1.S1_s_at	0.91	89%	0.000			ns
UNG	uracil-DNA glycosylase	Gga.4682.1.S1_at	−0.42	−25%	0.036	−0.43	−26%	0.033
MBD4	methyl-CpG binding domain protein 4	Gga.3616.1.S1_at	−0.3	−19%	0.034			ns
							
**Cluster 5: Genes encoding proteins involved repair or degradation of damaged proteins**								
MSRA	methionine sulfoxide reductase A	GgaAffx.25021.1.S1_s_at	0.65	57%	0.001			ns
PSMA7	proteasome subunit. alpha type. 7	Gga.2045.2.S1_a_at	0.58	49%	0.006	0.58	49%	0.006
PSMB1	proteasome subunit. beta type. 1	Gga.4653.2.S1_a_at	0.38	31%	0.043			ns
PSMB3	proteasome subunit. beta type. 3	Gga.1459.1.S1_at	0.52	43%	0.000	0.71	63%	0.000
PSMC3	proteasome 26S subunit. ATPase. 3	Gga.4649.1.S1_s_at	0.36	28%	0.008			ns
PSMC6	proteasome 26S subunit. ATPase. 6	Gga.16005.1.S1_s_at	0.6	52%	0.032			ns
PSMD4	proteasome 26S subunit. non-ATPase. 4	Gga.6030.1.S1_s_at	0.33	26%	0.010			ns
PSME3	proteasome activator subunit 3	Gga.5999.2.S1_at	−0.42	−25%	0.021			ns
–	proteasome C1 subunit	GgaAffx.8554.1.S1_x_at	0.33	26%	0.025	0.45	37%	0.005
POMP	proteasome maturation protein	Gga.5765.1.S1_at	0.32	25%	0.020	0.44	36%	0.003
SMURF1	SMAD specific E3 ubiquitin protein ligase 1	GgaAffx.2883.1.S1_s_at	0.81	75%	0.011			ns
UBB	ubiquitin B	Gga.2501.2.S1_at	0.41	33%	0.023			ns
UBE2G2	ubiquitin-conjugating enzyme E2G 2	Gga.19739.1.S1_at	0.38	30%	0.003			ns
UBE4B	ubiquitination factor E4B	GgaAffx.25563.1.S1_s_at	0.39	31%	0.014			ns
UCHL1	ubiquitin carboxyl-terminal esterase L1	Gga.9618.1.S1_at	2.22	366%	0.000	1.84	258%	0.000
UCHL5	ubiquitin carboxyl-terminal hydrolase L5	GgaAffx.12236.1.S1_s_at	0.61	52%	0.029			ns
UFD1L	ubiquitin fusion degradation 1 like	Gga.3094.1.S1_at	0.44	36%	0.010			ns
UIMC1	ubiquitin interaction motif containing 1	GgaAffx.768.2.S1_at	0.67	59%	0.001			ns
WWP1	WW domain containing E3 ubiquitin protein ligase 1	GgaAffx.24796.1.S1_at	0.45	37%	0.022			ns
LONP2	lon peptidase 2. peroxisomal	Gga.12947.1.S1_s_at	0.68	60%	0.000			ns
LONRF1	LON peptidase N-terminal domain and ring finger 1	GgaAffx.8741.1.S1_at	0.31	24%	0.041			ns
ATXN3	ataxin 3	Gga.12408.1.S2_at	−0.85	−44%	0.000	−0.48	−29%	0.016
NBR1	neighbor of BRCA1 gene 1	Gga.9984.1.S1_s_at	0.43	34%	0.013			ns
							
**Cluster 6: Genes encoding proteins involved in lipid membrane composition**								
MBOAT2	membrane bound O-acyltransferase 2	GgaAffx.10502.2.S1_s_at	0.92	89%	0.027			ns
SCD5	stearoyl-CoA desaturase 5	Gga.6052.3.S1_a_at	0.36	28%	0.048	0.41	33%	0.028

Differentially expressed genes are presented as percentage change of never-immersed (NI) controls versus naturally acclimated to cold marine environment (sea acclimated: SA) or experimentally immersed in cold water (artificially acclimated: AA). 

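Of the 80 genes in Table 1, 27 carry a change in AA, 13 higher and 14 lower than in NI. The paper's largest increases in AA are those of HMOX1, the ubiquitin hydrolase UCHL1 and the metallothioneins MT2A and MT3, with log2 changes of 2.17, 1.84, 1.66 and 1.44. In the values of single birds on the probe sets of Table 1, bird 3 was the highest for all 4 genes. UCHL1 read 8.99, 9.04 and 9.88 in birds 1, 2 and 3 (9.30 ± 0.50, SD, n = 3). On its other probe sets UCHL1 read 8.53, 8.69 and 8.74, and 7.52, 7.27 and 6.945, where bird 3 was the lowest. Leaving bird 3 out of the AA mean would take the paper's change of HMOX1 to 1.35, that of MT2A to 1.07, that of MT3 to 0.79 and that of UCHL1 to 1.55, if the NI values stay as they are. Values here and below that combine the paper's changes with single birds take the deposited AA values to be those behind Table 1. This could not be checked without the NI arrays. The means over the 3 birds were 11.07 ± 1.42 (SD, n = 3) for HMOX1, 12.61 ± 1.14 (SD, n = 3) for MT2A and 10.68 ± 1.15 (SD, n = 3) for MT3.
The paper's largest decreases in AA are those of the chaperone genes DNAJB9 and HSPD1 and of the peroxidase gene PXDN, with log2 changes of -1.10, -0.86 and -0.94. DNAJB9 read 10.36, 9.96 and 10.67 in birds 1, 2 and 3 (10.33 ± 0.36, SD, n = 3), and without the bird that lowers it most, bird 2, the paper's change would be -0.91. The corresponding values without bird 2 are -0.67 for HSPD1 (12.22 ± 0.34, SD, n = 3) and -0.81 for PXDN (9.23 ± 0.41, SD, n = 3).
For 16 of the 27 genes the paper's change was larger than the whole range of the 3 birds, among them PSMB3, a proteasome subunit with a range of 0.17, and POLE, a DNA polymerase with a range of 0.20. The other genes include HMOX1, MT2A, MT3, AOX1, AOX2, HSP70 and PSMA7. Leaving out 1 bird would take more than 25% off the paper's change in 12 genes, 6 of them through bird 2 and 6 through bird 3, and more than 50% in 1 gene, AOX2, whose change of 0.42 would become 0.19. It would turn the sign of 0 of the 27. With each bird's deviation from the AA mean added to the paper's change, all 3 birds lay on the side of the change for 27 of 27 genes, which the paper selected by a test that included these birds, the closest to 0 being AOX1 at -0.02 in bird 1. AOX1 and PSMA7, which count among the 12 and the 27, carry the same entries for SA and AA in Table 1, and their values here rest on those entries.
The median SD was 0.26 for the 27 genes with a change in AA and 0.22 for the 53 without one (two-sided permutation test across genes, p = 0.429). Without bird 3 the difference between these medians was -0.0048 (permutation p = 1) in place of 0.0424. These figures take the spread of the AA birds only, since the NI arrays were not analysed here. The paper's test, which set which genes carry a change, used the spread of these same birds, and genes are not independent replicates. The permutation p therefore cannot tell whether spread bore on which genes were called.

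**Figure D2:**
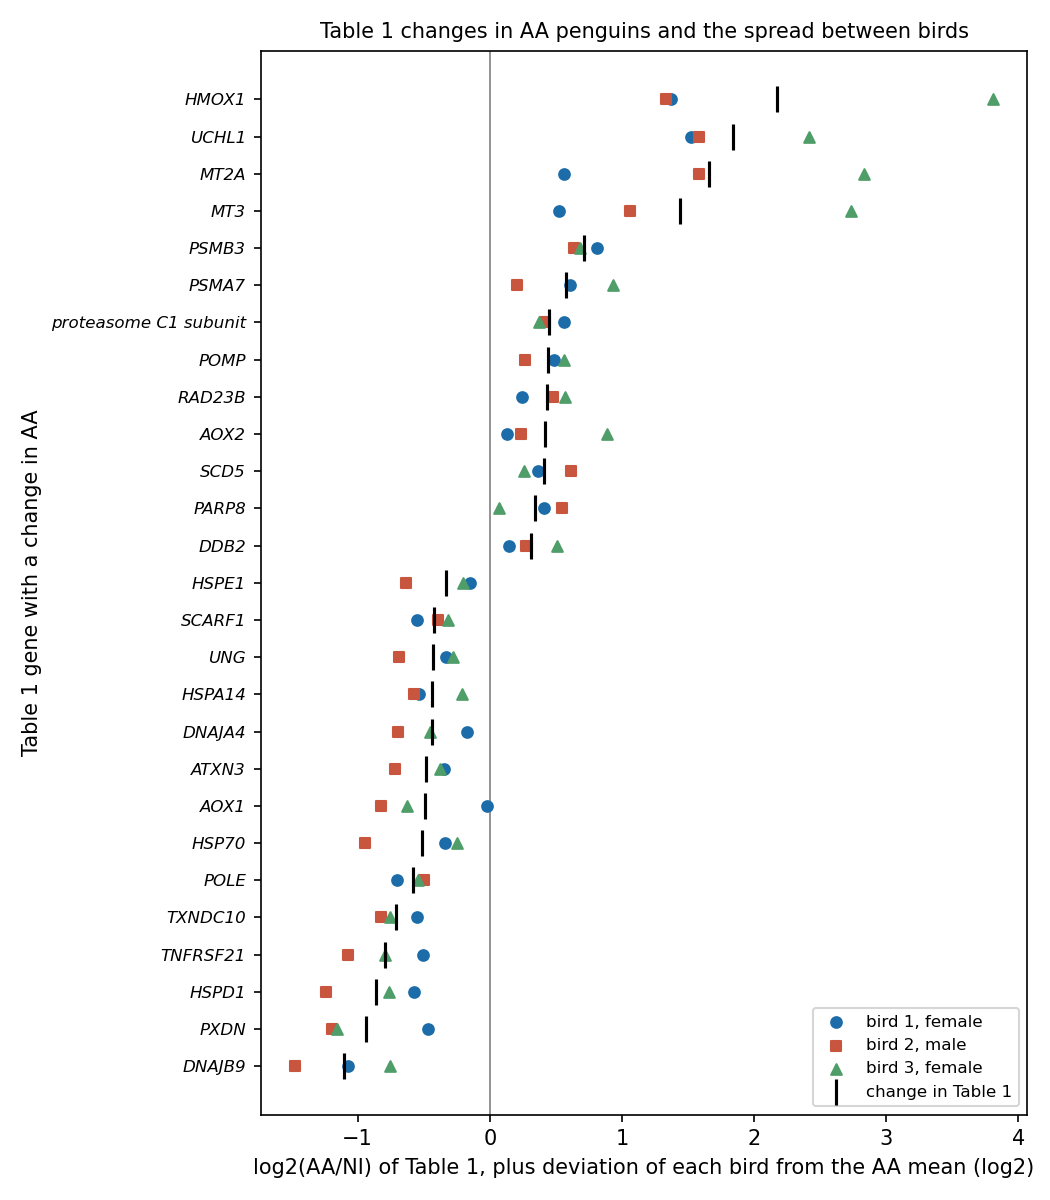
The 27 genes of Table 1 with a change in AA. Bars mark the paper's log2(AA/NI), and symbols add to it the deviation of each bird from the AA mean, so that they show the spread of the 3 birds around that change. Bird 3 lies farthest from 0 for HMOX1, UCHL1, MT2A and MT3, and bird 2 for DNAJB9 and HSPD1.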

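The probe sets that Table 1 gives for HMOX1 and MT3 are the only ones the platform's annotation names for these genes, and the one given for MT2A is named MT4 there. The annotation gives the symbol of Table 1 for 70 of its 80 probe sets, another symbol for 8, several symbols for 1 (PSMD4 and PIP5K1A) and none for 1 (UBB). The 8 are DUOX2 (named DUOX1), DUOXA1 (DUOXA2), MT2A (MT4), TXNDC10 (TMX3), HSP70 (HSPA2), RAD51L3 (RAD51D), HSP67B2 (LOC421792) and the proteasome C1 subunit (PSMB5), some of which are older names of 1 gene. Of the 80 probe sets, 43 are of the type designed for a single transcript.
For 48 genes of the table another probe set names the same gene. Across these genes, which are not independent replicates, the deviations of the 3 birds from their mean had a correlation of 0.186 between the 2 probe sets (two-sided permutation test of the pairings, p = 0.0847). Without the dimmest 25% of probe sets the correlation was 0.242 over 38 genes (permutation p = 0.0469), and with the mean of all other probe sets of a gene it was 0.134 over the 48 genes (permutation p = 0.225).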

For each gene, we provided its symbol followed by its common name and the Affymetrix ProbeSet identification number used to measure its expression. Genes were considered significantly differentially expressed when *p*-value <0.05.

# Supplementary material for: Transcriptomic data analysis and differential gene expression of antioxidant pathways in king penguin juveniles (Aptenodytes patagonicus) before and after acclimatization to marine life
**Source:** Data Brief. 2016 Sep 22;9:549–55. doi: 10.1016/j.dib.2016.09.021
**Supplement:** Supplementary file 1 — Supplementary material.

AUTHOR DECLARATION

We wish to confirm that there are no known conflicts of interest associated with this publication and there has been no significant financial support for this work that could have influenced its outcome.

We confirm that the manuscript has been read and approved by all named authors and that there are no other persons who satisfied the criteria for authorship but are not listed. We further confirm that the order of authors listed in the manuscript has been approved by all of us.

We confirm that we have given due consideration to the protection of intellectual property associated with this work and that there are no impediments to publication, including the timing of publication, with respect to intellectual property. In so doing we confirm that we have followed the regulations of our institutions concerning intellectual property.

Rey Benjamin, Cyril Dégletagne and Claude Duchamp

How the deposited data were processed for this re-analysis (not part of the article)

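Muscle RNA of 3 artificially acclimated (AA) king penguin juveniles was measured, each on its own Affymetrix Chicken Genome array. Bird, condition and sex were taken from the sample labels and from the paper, which gives the same number of AA birds. The arrays of the never-immersed (NI) and sea-acclimatized (SA) birds were not analysed here. The comparisons of the paper, AA with NI and SA with NI, were therefore not refitted, and its changes are quoted from its Table 1. By the paper's methods, the authors summarised the probes of each probe set with MaxRS, took the log2 of the signal, applied quantile normalization and deposited 1 log2 value per probe set and bird. Over how many arrays they normalized is not given in the sources used here. The submitters' processing notes name limma, without a version.

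The deposited log2 values were used as they are. The annotation of the platform named the genes, and a probe set with several symbols named none, apart from those that Table 1 names. Chromosomes came from the RefSeq gene table of the king penguin assembly bAptPat1.pri.cur by gene symbol, which matched 10543 of the 12913 genes, 81.6% of them, and put 10461 on a named chromosome. None of its coordinates was used. The Affymetrix control probe sets numbered 0 among the values, so the planned check of RNA quality from their 3' and 5' ends could not be run. The paper states that the integrity of the extracted RNA lay above a bound given in its methods, without values for single birds.

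For each probe set the SD over the birds, the difference of 1 bird from the mean of the others, and the mean without each bird were computed. For each probe set the differences of the 3 birds sum to 0, so a low value of 1 bird raises those of the others. A list of genes was described by the median over its members and set against 10000 random lists of the same size, drawn with replacement within 20 bins of mean signal. The resulting 2-sided values were adjusted by the Benjamini-Hochberg method over 78 pairs of a list and a bird, at a threshold of 0.05, for 26 lists with at least 5 measured genes. Random lists take genes as independent, which co-regulated genes are not, and each bird is 1 sample, so a percentile describes these arrays and tests no condition. In simulated data for the 25 measured proteasome genes outside Table 1, with independent genes, this called 2% of 50 runs with no shift, 90% with a shift of 0.2 and 100% with a shift of 0.4. Permutation tests across genes used 100000 resamples. One bird was tested against the others with limma (lmFit and eBayes) on all 36813 probe sets, with 1 residual degree of freedom.

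The limma step was tested on data simulated for the male against the females in 3 forms, each run 20 times with 200 probe sets changed in the male. The form was changed after its result was seen. The first form, with the raw SD of each probe set as its true spread, called 0% at a change of 1, 2 or 3 log2 units. In the next, with the moderated SD, 32.4%, 99.8% and 100% were called, and 44.3%, 28.0% and 27.5% of the calls were of unchanged probe sets. In the last, with spreads drawn from the prior that limma fitted to these arrays, 0.475%, 89.1% and 99.6% were called, and 75.3%, 11.6% and 11.0% of the calls were of unchanged probe sets. In this last form the simulated prior had 6.94 degrees of freedom, and the fits at a change of 2 log2 units returned from 6.11 to 19.2. In the forms that made calls, the share of false calls lay above the nominal 5%. The comparisons of birds 1 and 3 were not simulated.

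Before the data were examined, the tests, the alternatives, the gene lists and the rule for named genes were fixed. Values are given for every gene of Table 1 with a log2 change in AA of at least 0.8 in size, for the 3 genes of that table with the largest and the 3 with the smallest SD, for W-linked genes, and for the 3 leading members of each list shift past the threshold. The 10 probe sets with the smallest p for the male were to be named only if they passed, and none did. The values of Table 1 had been seen when this rule was written. Other genes named were chosen after their values were seen. The lists covered antioxidant enzymes, heat shock and chaperone genes and proteasome genes outside Table 1, muscle atrophy and autophagy, the mitochondrial respiratory chain, fatty acid oxidation, glycolysis, thermogenesis and calcium cycling, ribosomal protein genes, immediate early genes, glucocorticoid-responsive genes, circadian clock genes, Z-linked and W-linked genes, and markers of fast and slow muscle fibres, myogenic precursors, erythrocytes, adipocytes, fibroblasts and matrix, endothelium and leukocytes.

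The alternatives were quantile normalization run again, median centring of each array, leaving out the dimmest 25% of probe sets, leaving out probe sets that can bind several transcripts, another summary of a gene or list, another measure of spread or threshold, an intensity trend in limma, all genes of chromosome Z, and leaving out each bird. Leaving the probe sets of Table 1 out of the lists, and comparing the 2 brightest probe sets of every gene, were added after the data were seen. A subset of bright erythrocyte markers, also chosen after the data were seen, was dropped and is not reported. The tools were R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.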

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

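All tests of an explanation in this part were chosen after the results they bear on had been seen. For HMOX1 and the metallothioneins, and for the proteasome genes, what the erythrocyte test should show was rewritten after a first form was seen. This also holds for the gene dose test. The lists themselves, and their comparison with random lists, were fixed beforehand. The results are differences between birds of 1 condition, so no biological explanation was tested against another condition.

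Heat shock and chaperone genes, listed as those outside Table 1, differed between the AA birds as a group. Their median shift against the other birds was -0.41 in bird 2, below all 10000 random lists, with 7 of 37 genes higher there. It was 0.32 in bird 3, with 31 genes higher, and 0.18 in bird 1, with 29 higher, while the median of bird 1 minus bird 3 was -0.02 and bird 2 was the lowest for 27 genes. The erythrocyte markers had median shifts of 0.27 in bird 1, -0.43 in bird 2, where 6 of 10 were lower, and -0.03 in bird 3. Their median was 0.44 for bird 1 minus bird 2 and 0.47 for bird 1 minus bird 3. By these 2 medians the markers lay about as far below bird 1 in bird 3 as in bird 2. They do not settle whether erythrocyte RNA contributed to the low values of bird 2. Birds 1 and 3 did not differ in the heat shock and chaperone list as they did in the markers. Of the 37 genes 1, HSPA2, is read from the probe set that Table 1 gives for HSP70, and without the probe sets of Table 1, a setting chosen after the data were seen, the shifts were -0.41 in bird 2, 0.31 in bird 3 and 0.17 in bird 1. HSP90AA1, the inducible cytosolic HSP90, read 12.45, 10.80 and 12.48 in birds 1, 2 and 3, the co-chaperone DNAJB6 read 11.95, 10.03 and 11.54, and HSPA4L read 11.26, 9.54 and 10.45. The chaperonin subunits CCT4 and TCP1 read 11.68, 11.00 and 12.05, and 11.26, 10.15 and 11.32. Each shift sets a bird against the mean of the others, so the low values of bird 2 alone raise the shifts of birds 1 and 3. Bird 2 is also the only male, so sex cannot be told apart from the bird or its biopsy. RNA quality could not be checked on these arrays. Without probe sets that can bind several transcripts, the shifts of bird 1 and bird 3 were 0.12 and 0.11 and did not pass the threshold after adjustment, while that of bird 2 was -0.23 and did.

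Proteasome genes, listed as those outside Table 1, had a median shift of -0.53 in bird 2, where 5 of 25 were higher, and of 0.36 in bird 3, where 21 were higher. It was 0.02 in bird 1. The list holds PSMB5, the platform's name for the proteasome C1 subunit of Table 1, read here from another probe set. PSMA2 read 10.26, 9.40 and 11.22 in birds 1, 2 and 3, PSMA4 differed by -0.82 and PSMD9 by -0.80 in bird 2, and PSMD6 by 0.90 and PSMD1 by 0.87 in bird 3. Whether erythrocyte RNA in the biopsies contributed to the low values of bird 2 stays open. The erythrocyte markers had a median shift of -0.43 there, with 6 of 10 lower and 4 higher, and did not pass after adjustment. Birds 1 and 3 lay in opposite orders, with a median of bird 1 minus bird 3 of -0.30 for the proteasome genes and 0.47 for the markers. Gene dose of the sex chromosomes is argued against for the proteasome genes themselves, because the penguin assembly places 24 of the 25 on autosomes and 0 on Z or W, and 1 on no named chromosome. Bird 2 is the only male, so a difference between the sexes and a difference of this bird or its biopsy cannot be separated. RNA quality could not be checked on these arrays, and the paper gives a lower bound for RNA integrity without values for single birds.

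Glucocorticoid-responsive genes had a median shift of 0.61 in bird 3, above 99.99% of random lists, with 5 of 7 genes higher there, and of -0.22 in bird 1 and -0.33 in bird 2. SGK1, a kinase induced by glucocorticoids, read 10.93, 11.28 and 12.61 in birds 1, 2 and 3, CEBPB differed by 0.86 in bird 3 and FKBP5 by 0.69. The same bird had the highest HMOX1, MT2A and MT3, with differences of 2.45, 1.76 and 1.94 from the mean of the others, larger than those of 99.9% of all probe sets. A larger amount of erythrocyte RNA in bird 3 is argued against as the source of these 3 differences, because the erythrocyte markers had a median of 0.47 for bird 1 minus bird 3, above 99.99% of random lists, with 8 of 10 higher in bird 1. In the comparison fixed beforehand, bird 3 against the mean of the others, the markers had a median shift of -0.03, above 34.8% of random lists. A stress hormone response of bird 3, for example to handling or anaesthesia, is a hypothesis that the shift of 0.61 may go with, but it stays open. The list has 7 genes, its shift was 0.20 and did not pass without probe sets that can bind several transcripts, and no hormone was measured here.

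Of the 293 probe sets over 1.5 log2 units higher in bird 1 than in bird 2, 276 had bird 3 between them. The limit of 1.5 was chosen after the values were seen, as was the order of the birds, and of the 25 probe sets over 1.5 higher in bird 2 than in bird 1 all 25 had bird 3 between them. Erythrocyte RNA, which bird biopsies carry because avian red cells keep their nucleus and transcripts, may be part of this, a hypothesis formed after globin genes had been seen in the set. The 10 erythrocyte markers had a median of 0.44 for bird 1 minus bird 2, above 99.8% of random lists, with 7 of the 10 higher in bird 1. Among these, the globin HBBR read 13.63, 12.33 and 12.93 and the globin HBAD 14.95, 14.06 and 14.41 in birds 1, 2 and 3. However, bird 3 lay between the others for 5 of the 10 markers. Of the 276 probe sets, 2 belong to the list. A list of 10 genes could not make up most of 276 probe sets, so this count does not bear on the explanation. Hybridization of single probe sets cannot be told apart from it: 326 other probe sets of the same genes had a median of -0.0309, beside -0.05 for random probe sets, but the 2 brightest probe sets of a gene shared little over all 7076 genes that have them (correlation of the birds' deviations 0.104).

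HINTW, on the W chromosome, was lower in the male by a log2 difference of -2.34 on 1 of its 2 probe sets, which did not pass the threshold after adjustment in limma.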

How the results depend on the processing

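Median centring changed no call of a list, and quantile normalization run again changed 1, the erythrocyte markers in bird 2, which then passed at -0.43. Leaving the probe sets of Table 1 out of the lists, the 1 setting of this part chosen after the data were seen, changed the same call and no other. The median SD over all probe sets was 0.19, and from 0.140 to 0.174 with 1 bird left out, where only 2 birds enter each SD. The median SD of the 80 genes of Table 1 was 1.13 times that of random lists. It was 1.21 times without the dimmest 25% of probe sets, and from 1.09 to 1.42 times with 1 bird left out, past the threshold after adjustment only without bird 2. With 1 bird left out the ratio ran from 0.994 to 2.21 for cluster 1, from 1.12 to 1.90 for cluster 2, from 0.625 to 1.56 for cluster 3, from 0.762 to 1.64 for cluster 4 and from 0.857 to 1.09 for cluster 5, so that all but cluster 2 lay above or below 1 depending on the bird. The difference in median SD between genes with and without a change in AA was 0.0424, and from -0.0048 to 0.0598 with 1 bird left out. The genes that would lose over 25% of the paper's change numbered 12, 6 without probe sets that can bind several transcripts, where 17 genes remain in place of 27, and 1 at a limit of 50%. List and bird pairs past the threshold numbered 7, and 14 with the mean of a list. The probe sets that passed for the male numbered 0, 5 without probe sets that can bind several transcripts and 2 with an intensity trend. For bird 1 they numbered 278, 181 with quantile normalization run again, 169 without the dimmest 25% and 2 by the size of the difference alone. At an unadjusted p under 0.05 fewer probe sets passed for bird 1 than for the male. The share for bird 1 lay below the 5% that would pass with no difference, so these counts do not set bird 1 apart. The Z-linked median was 0.20, which passed as a single test and not after adjustment over all lists and birds. It was 0.10 with all probe sets of a gene averaged and ran from 0.157 without bird 1 to 0.289 without bird 3, and the averaged value and that without bird 1 did not pass as single tests either. The correlation between probe sets of a gene was 0.186, 0.242 and past the threshold without the dimmest 25%, and 0.134 and not past it with the mean of all other probe sets. Apart from the smaller sets of genes or birds, the cause was not tested. The other values tallied were those for single genes, for clusters and for the 7 list and bird pairs. Of these, 158 kept their direction and side of the threshold or moved by less than 1 SD, and 4 fell below the threshold after adjustment. Spread ratios of clusters with 1 bird left out crossed 1 in 5 cases. In this tally 2 rose past the threshold, the spread of cluster 1 without bird 2 and that of cluster 2, at 4.59, without probe sets that can bind several transcripts. List shifts that passed only in another setting are not counted in it. No paired analysis was possible because the birds are of 1 group. The planned check of RNA quality was not run.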

Differences from the paper's values

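The percentage changes of Table 1 were recomputed from its log2 changes, since the NI and SA arrays were not analysed here. Of 107 percentages, all but 1 fell within the rounding of the printed values. For TNFRSF21 in AA, the paper's change is -43%, and the paper's log2 change of -0.79 gives -42.2%. The alternatives set before the data were examined do not bear on this value, which uses Table 1 alone.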

Other observations

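Of the comparisons in this part, that of the 2 brightest probe sets of a gene was chosen after the data were seen. Most of the other gene groups did not pass the threshold as groups between the AA birds. Antioxidant enzymes outside Table 1 had median shifts of 0.00 in bird 1, -0.08 in bird 2 and 0.00 in bird 3 over 35 genes. Respiratory chain genes had 0.06, 0.00 and -0.07 over 55 genes, fatty acid oxidation genes -0.12, -0.03 and -0.07 over 22, glycolysis genes -0.04, -0.24 and 0.11 over 16, and genes of thermogenesis and calcium cycling 0.00, 0.14 and -0.15 over 15. Muscle atrophy and autophagy genes had 0.03, -0.23 and 0.04 over 22 genes, ribosomal protein genes 0.01, -0.06 and 0.03 over 62, immediate early genes -0.07, 0.07 and 0.03 over 15, and circadian clock genes 0.00, 0.02 and -0.05 over 14.

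Among cell type markers, those of fast muscle fibres had median shifts of -0.24, 0.00 and 0.11 in birds 1, 2 and 3 over 11 genes, and those of slow fibres 0.02, 0.03 and 0.09 over 12. Leukocyte markers had -0.21, 0.18 and 0.04 over 16 genes, fibroblast and matrix markers 0.10, -0.04 and -0.11 over 25, endothelial markers -0.04, 0.14 and -0.10 over 15, adipocyte markers -0.12, -0.02 and 0.07 over 11, and myogenic precursor markers -0.02, 0.06 and -0.17 over 9. With the mean of a list in place of its median, the shifts that passed in addition were those of the leukocyte markers in bird 1, at -0.23, the thermogenesis genes in bird 3, at -0.24, the respiratory chain genes in bird 3, at -0.08, the erythrocyte markers in bird 1, at 0.49, the glucocorticoid-responsive genes in bird 1, at -0.32, the Z-linked genes in bird 2, at 0.21, and cluster 2 of Table 1 in birds 1 and 3. With all probe sets of a gene averaged, the fibroblast and matrix markers passed in bird 1, at 0.16, and in bird 3, at -0.17, and the erythrocyte markers in bird 1, at 0.30. Without the dimmest 25% of probe sets the Z-linked genes passed in bird 2, at 0.30, and the erythrocyte markers in birds 1 and 2.

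Probe sets of a gene shared more of the differences between birds where both were bright. The correlation of the birds' deviations between the 2 brightest probe sets was 0.104 over 7076 genes, 0.376 over the 219 genes whose second probe set had a mean log2 signal over 11, and 0.562 over the 65 genes where it was over 12.

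In Table 1, AOX1 and PSMA7 carry the same log2 change, percentage and p for SA and for AA. The paper's values are -0.49, -29% and 0.031 for AOX1, and 0.58, 49% and 0.006 for PSMA7. In the AA birds AOX1 read 8.96, 8.16 and 8.36, and PSMA7 read 12.23, 11.83 and 12.56. The 27 genes with a change in both groups have the same direction in both.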
